# Comprehensive analysis of blood cells and plasma identifies tissue-specific miRNAs as potential novel circulating biomarkers in cattle

**DOI:** 10.1186/s12864-018-4646-5

**Published:** 2018-04-10

**Authors:** Jason Ioannidis, F. Xavier Donadeu

**Keywords:** Circulating, microRNA, miRNA, Liver, Tissue-specific, Tissue-enriched, Biomarker, Cow, Small RNA sequencing, miR-802

## Abstract

**Background:**

The potential of circulating miRNAs as biomarkers of tissue function, both in health and disease, has been extensively demonstrated in humans. In addition, circulating miRNA biomarkers offer significant potential towards improving the productivity of livestock species, however, such potential has been hampered by the absence of information on the nature and source of circulating miRNA populations in these species. In addition, many miRNAs originally proposed as robust biomarkers of a particular tissue or disease in humans have been later shown not to be tissue specific and thus to actually have limited biomarker utility. In this study, we comprehensively analysed miRNA profiles in plasma and cell fractions of blood from cattle with the aim to identify tissue-derived miRNAs which may be useful as biomarkers of tissue function in this important food animal species.

**Results:**

Using small RNA sequencing, we identified 92 miRNAs with significantly higher expression in plasma compared to paired blood cell samples (*n* = 4 cows). Differences in miRNA levels between plasma and cell fractions were validated for eight out of 10 miRNAs using RT-qPCR (*n* = 10 cows). Among miRNAs found to be enriched in plasma, we confirmed miR-122 (liver), miR-133a (muscle) and miR-215 (intestine) to be tissue-enriched, as reported for other species. Profiling of additional miRNAs across different tissues identified the human homologue, miR-802, as highly enriched specifically in liver.

**Conclusions:**

These results provide novel information on the source of bovine circulating miRNAs and could significantly facilitate the identification of production-relevant tissue biomarkers in livestock. In particular, miR-802, a circulating miRNA not previously identified in cattle, can reportedly regulate insulin sensitivity and lipid metabolism, and thus could potentially provide a specific biomarker of liver function, a key parameter in the context of post-partum negative energy balance in dairy cows.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4646-5) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are short, non-coding RNA molecules which are primarily involved in the post-transcriptional fine-tuning of gene expression [1]. Since the discovery of lin-4 in *Caenorhabditis elegans* in 1993, thousands of miRNAs have been identified and characterised [2, 3]. It is now known that miRNAs are involved in the regulation of virtually all developmental processes, from the embryo to the adult [4–7], as well as in disease [8].

The discovery of cancer-associated miRNAs together with the detection of miRNAs in bio fluids [9] sparked a wave of research into the potential use of extracellular miRNAs as biomarkers of disease. A miRNA biomarker can be defined as a miRNA that is specifically produced or enriched in a given tissue, the circulating levels of which may reflect pathological or physiological changes in said tissue. In recent years, the value of circulating miRNAs as diagnostic biomarkers has been shown in relation to cancer (e.g. miR-21, miR-20, miR-221 [10, 11]), cardiovascular disease (miR-1, miR-133a [12]), liver disease (miR-122 [13]) and diabetes (miR-375 and miR-34 [14]), among many other human pathologies and physiological processes including pregnancy [15].

However, recent work has urged caution in interpreting the results of miRNA biomarker studies [16, 17]. Specifically, a large number of miRNAs initially proposed as cancer biomarkers were later shown not to be tissue-specific, contrary to what would be expected from a robust tissue biomarker. Many of those miRNAs were found to be present in blood cells, which are a major contributor of miRNAs in circulation [16], and their circulating levels were shown to be affected by changes in blood cell numbers. In addition, a review of non-cancer, disease-related miRNA biomarkers found that the majority of proposed biomarkers were not tissue-specific and, moreover, were not expressed in the disease-relevant tissues [18]. These reports highlight the need for further studies to identify the source of proposed miRNA biomarkers and determine their enrichment in the tissue(s) of interest.

The potential of miRNA biomarkers in food-producing species has also been reported, although in a much smaller number of studies than in humans. The identification of biomarkers associated with specific production traits and disease conditions in cattle would be of significant agricultural importance. A handful of studies have already linked circulating miRNA profiles with pregnancy and the oestrous cycle [19, 20], infection [21, 22] and grazing [23] in cattle, as well as with bacterial disease and feed deprivation in other domestic species [24]. However, the source and tissue-specificity of circulating miRNA populations in these species have not been determined which, in view of the above, limits the practical significance of those results.

To address these limitations and facilitate the discovery in cattle of circulating *bona-fide* miRNA biomarkers, we sought to profile miRNA populations in different blood fractions in order to distinguish miRNAs expressed in blood cells from those expressed in other body tissues which could provide novel specific biomarkers. Using next-generation sequencing, we provide a list of potential tissue-enriched miRNAs in circulation including miR-802, a previously uncharacterised bovine liver-specific miRNA which may prove useful as a disease biomarker in high-producing cows.

## Methods

### Sample collection

Blood samples were collected in EDTA-coated tubes (Becton Dickinson, USA) from the jugular vein of six non-pregnant Holstein-Friesian cross cows, aged between 20 and 25 months and held at Langhill Farm (University of Edinburgh), with the relevant ethics approval (see Declarations). From each blood sample, a plasma fraction was obtained using a two-step centrifugation protocol [19] to separate blood cells [25] followed by filtration through 0.2 μm syringe filters (Sartorius, Germany) to ensure the removal of any residual cellular debris. Subsequently, a cell fraction was obtained from a different volume (100 μL) of the same blood sample by centrifugation at 1900 x g for 10 min at 4 °C. The resulting supernatant was discarded and the cell pellet (consisting of red blood cell and buffy coat fractions) was re-suspended in RNase-free water up to a volume of 250 μL. The blood cell solution was immediately used for RNA extraction as described below.

Bovine tissue samples including brain, heart, intestine, kidney (cortex and medulla combined), liver, lung, skeletal muscle, ovary, placenta (placentome and interplacentome combined), skin, spleen and uterus were collected from a local abattoir in ice-cold PBS. Upon arrival in the laboratory tissues were dissected, labelled, weighed and snap-frozen in dry ice. All samples were stored at − 80 °C until further use.

### RNA extraction

All plasma, cell and tissue samples were extracted using TRIzol LS (Life Technologies, USA), as described [19], following the manufacturer’s protocol. Blood cells (250 μL) were homogenised using three volumes of TRIzol LS. Other tissues (each 50 mg) were thawed in 1 mL of TRIzol LS and homogenised with Lysing Matrix D (MP Biomedicals, UK) and a FastPrep FP120 Tissue Disruptor (Thermo Electron, USA). Before extraction, samples of plasma (700 μL) and blood cells (250 μL) were spiked with 3.5 μL of exogenous cel-miR-39-3p (5.6 × 10^8^ copies per sample, Qiagen), and glycogen (40 μg; Sigma-Aldrich, USA) was added in the presence of 1/10 per volume of 5 M ammonium acetate salt (Sigma-Aldrich), as recommended by the manufacturer, to facilitate RNA precipitation. RNA pellets from plasma, blood cells and other tissues were re-suspended, respectively, in 20, 10 and 40 μL of RNase-free water (Qiagen) and used immediately or frozen at − 80 °C until use. RNA content and quality from cell and tissue samples were determined using the Nanodrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, USA).

### Small RNA sequencing

Small RNA libraries were prepared from four matched samples of blood plasma and cells using the TruSeq Small RNA Library Preparation Kit (Illumina, USA) and were submitted to 36-base single-end sequencing on the HiSeq 2000 Sequencing System (Illumina). Small RNA libraries were prepared using 5 μL of RNA extract. Raw sequencing data, available on the GEO database (Accession GSE84871 [26]), were analysed using sRNAbench 1.0 [27, 28]. Briefly, the software was run in genome mode using default settings, with the bovine genome (bosTau4) and miRBase 21 as reference (accessed on 30 April 2015 [29, 30]) in order to identify bovine (bta) miRNAs and human (hsa) miRNA homologues. Human homologues not previously described in bovine were identified by taking reads that aligned to the bovine genome but did not match with known bovine sequences in miRBase and aligning them to human sequences in miRBase. Throughout the manuscript, these miRNAs are indicated with the suffix hsa-. A single nucleotide mismatch was allowed when mapping reads to known miRNA sequences. Before mapping, reads without sequencing adaptor or with undetermined bases, and reads below 15 nucleotides in length (after adaptor removal) were removed and not used for subsequent analyses. For additional details about the integrated analysis steps in sRNAbench please refer to the software manual (http://bioinfo2.ugr.es:8080/ceUGR/srnabench/).

Normalised reads (reads per million mapped, RPMM) obtained from sRNAbench were filtered before being passed to edgeR 3.10.2 for differential expression analysis in R language 3.2.1 [31, 32]. Prior to analysis, miRNAs which were detected with less than 25 RPMM in more than two samples of either plasma or cells were excluded in order to increase confidence in subsequent analysis and reduce technical noise. Differential expression analysis was performed using edgeR’s paired mode on 212 miRNAs (Additional file 1) using GLMfit, as described in [33]. The statistical significance was set to false discovery rate (FDR) < 0.05.

### Identification of potential novel biomarkers in cattle

Potential novel tissue biomarkers were identified using the list of miRNAs which were enriched in plasma (Additional file 1). MiRNAs that were either registered for bovine but not human, or that were human homologues not previously identified in cow were selected. To do this, Ensembl genome browser 85 (www.ensembl.org, [34]), NCBI (www.ncbi.nlm.nih.gov) and miRBase 21 (www.mirbase.org [35]) were used to identify miRNAs annotated in cow and human, and to determine their conservation between the two species. BLAST was also used (accessed via Ensembl at www.ensembl.org/Multi/Tools/Blast?db=core, [36]) with default settings to identify the genomic location of selected miRNAs.

### RT-qPCR

MiRNA levels were quantified in matched blood plasma and cell samples. For plasma samples, 2 μL RNA were reverse-transcribed in a 10 μL reaction using the miScript II RT Kit (Qiagen) in a Whatman-Biometra Thermocycler (Biometra, USA). For blood cell and other tissue samples, 500 ng of RNA were used in each 10 μL reaction. The cDNA template was diluted 40-fold and added to 10 μL qPCR reactions which were prepared in 96-well format using the miScript SYBR Green PCR Kit (Qiagen). Template amplification was carried out in an Agilent MX3000P qPCR system (Agilent Technologies, USA). Raw fluorescence data were collected using MxPro software (Agilent Technologies). The amplification efficiency ranged between 84.5% and 117.4%, with R^2^ > 0.86. Expression levels were determined relative to a freshly-made standard curve and data were analysed using Microsoft Excel (Microsoft Corporation, USA). Expression levels were normalised to the mean expression of spiked-in cel-miR-39-3p for plasma and blood cells. For other tissues, expression data were normalised to RnU6–2.

Statistical analyses were carried out using GraphPad Prism 7 (GraphPad Software, USA). Differences in miRNA expression between blood plasma and cell samples were assessed using paired t-tests. In all cases, normality was tested using the Shapiro-Wilk normality test, outliers were tested with the ROUT test, and data were log_2_(x + 1) transformed to meet the tests’ normality criteria. Statistical significance was set to *P* < 0.05.

## Results and discussion

### Small RNA sequencing of different blood fractions

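Small RNA was sequenced from the blood plasma and the blood cells of 4 cows, numbered 44 to 47, so that each cow gave 1 plasma and 1 blood cell library. Plasma RNA came from 700 μL of cleared plasma and blood cell RNA from 250 μL of a resuspended cell pellet, which holds the red blood cells and the buffy coat. An equal volume of RNA, 5 μL, went into every library, whatever its RNA content, and reads were 36 nucleotides long. The authors removed reads without adapter, short reads and reads with undetermined bases, mapped the others to the bovine genome bosTau4 with sRNAbench and Bowtie, and assigned them to bovine mature miRNAs and then to human ones. Their deposited values are raw read counts and normalised reads (RPMM) for 704 names, of which 565 are bovine and 139 are human homologues. The plasma libraries held 1453384 (cow 44), 3183776 (cow 45), 1819353 (cow 46) and 4296460 (cow 47) miRNA reads. The blood cell libraries held 11169204 to 14471979 miRNA reads, with a median of 11797628.5. In the deposited RPMM, bovine names are scaled to the bovine miRNA reads of a library and human homologues to its human-homologue reads. Human homologues were therefore put on the bovine scale here, by multiplying their counts by the RPMM that 1 bovine read is worth in that library, 0.232 to 0.688 in plasma and 0.0690 to 0.0895 in blood cells. miRNAs with at least 25 RPMM in at least 3 of the 4 libraries of either fraction were tested, which left 209. Their counts were compared with edgeR's quasi-likelihood test, with the cow as a block, TMM scaling between libraries and Benjamini-Hochberg adjustment, and a miRNA is called at an adjusted p under 0.05. TMM factors were 1.43 to 2.00 in plasma and 0.519 to 0.602 in blood cells, where miR-486 and miR-451 together took 51.2% ± 2.91 of the RPMM (SD, n = 4) against 14.3% ± 3.93 in plasma (SD, n = 4). The median log2 fold change of plasma over blood cells was 0.08 with TMM and 1.76 when only the library totals were used for scaling. A miRNA with more RPMM in plasma can therefore have a negative log2 fold change, and the words higher and lower follow the TMM-scaled test unless RPMM are named.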

To determine the relative abundance of miRNAs in different blood compartments, we sequenced miRNAs in paired blood plasma and cell fractions from four cows. Analysis of read length distributions showed a peak at 20–23 nucleotides (characteristic of mature miRNAs) in blood cells and, although of lesser magnitude, in plasma (Fig. .1a). Unlike blood cells, plasma samples displayed an additional peak at 7–9 nucleotides. We attribute the higher proportion of short RNA fragments in plasma relative to cell samples to 1) the higher RNase content in plasma [9] resulting in higher levels of RNA degradation and 2) the relatively lower abundance of RNAs in plasma resulting in libraries with a higher proportion of adapter/adapter complexes. The difficulty associated with visualising low abundance cDNA bands on a gel during preparation of the plasma library likely resulted in many of the shorter sequences being included for sequencing.

**Fig.1:**
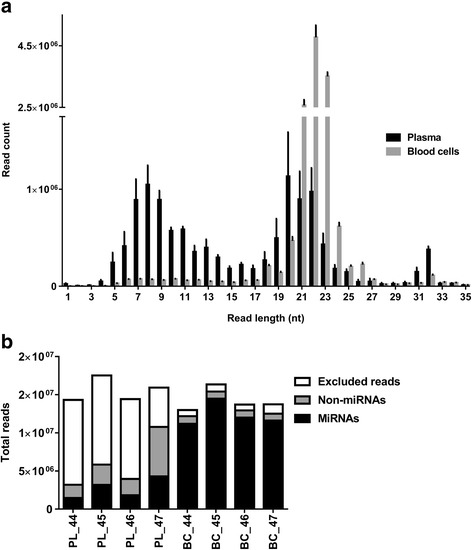
Results of small RNA sequencing analysis. **a** Length distribution (mean ± SEM) of reads (before filtering out short reads) from paired plasma and cell samples of blood from four animals. **b** Bar plot showing the relative distribution of sequencing reads corresponding to miRNAs, non-miRNAs and excluded reads in individual blood plasma (PL) and cell (BC) samples

Averaged for both plasma and cells, we obtained 14.9 million raw reads per sample (Table 1). After removing reads with low quality (reads without adapter, short reads and reads with multiple undetermined base calls), we mapped on average 5.9 million and 13.3 million reads to the bovine genome (see Methods) which correspond to 38.1% and 94.3% of the total reads for plasma and cells, respectively (Table 1, Fig. .1b). 

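Every cow gave fewer miRNA reads from plasma than from blood cells. The plasma libraries held 2688243 ± 1305343 miRNA reads (SD, n = 4) and the blood cell libraries 12309110 ± 1480815 (SD, n = 4). Within a cow, the blood cell library held 2.70 to 7.68 times as many miRNA reads as the plasma library, with a geometric mean of 4.99. The plasma total was the lower one in 4 of 4 cows (exact two-sided permutation test on the paired log10 totals, p = 0.12, the smallest p that 4 pairs allow). Human homologues took 0.178% ± 0.0210 of the plasma reads (SD, n = 4) and 0.0112% ± 0.000657 of the blood cell reads (SD, n = 4), and bovine miRNAs took the rest. The reads were less evenly shared among miRNAs in blood cells, where miR-486, an miRNA abundant in red blood cells, held 32.5% ± 5.87 of the RPMM against 12.6% ± 3.69 in plasma. The 5 most abundant miRNAs of a library held 68.2% ± 0.986 of the RPMM in blood cells and 44.1% ± 4.77 in plasma. The plasma of cow 47 stood apart from the other plasma libraries in this share, at 51.1% against 40.7% to 42.3%.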

On average, plasma generated 2.7 million miRNA reads compared to 12.3 million reads for cells, the majority of which were, in both cases, bovine miRNAs (Table 1, Fig. .1b). After applying a detection threshold of 10 reads per sample, we detected up to 315 unique miRNAs in plasma samples and 305 in cell samples, of which only 17 and 16, respectively, were human homologues (Table 1).

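Plasma and blood cell libraries held about the same number of detected miRNAs, although plasma gave fewer miRNA reads. A plasma library had 295 ± 19.0 miRNAs with over 10 reads (SD, n = 4, range 275 to 315) and a blood cell library 294.25 ± 9.91 (SD, n = 4, range 281 to 305). Both maxima came from cow 45, whose plasma library held 298 bovine miRNAs and 17 human homologues, and whose blood cell library held 289 and 16. In all 8 libraries, 208 miRNAs passed this threshold. A further 33 passed it in every plasma library and in no blood cell library, among them the epithelial miR-200a, miR-205 and miR-429, the liver miRNAs miR-122 and miR-802, and miR-100, miR-214 and miR-455-5p. The reverse held for 29 miRNAs, led by miR-340 with 160 to 236 reads per blood cell library and 2 to 6 per plasma library, which is named after its values were seen. When all libraries were thinned to the smallest total, miRNAs detected in plasma numbered 267.75 on average and miRNAs detected in blood cells 186.25, so the near equality rests on the larger miRNA read totals of the blood cell libraries. A miRNA under the threshold is not thereby absent, since it can have up to 10 reads in a library, as miR-340 has in plasma. The 33 and the 29 were counted without thinning. An equal RPMM gives more reads in the deeper blood cell libraries, so some of the 29 may reflect depth.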

**Table 1:** Distribution of sequencing reads (RPMM) from paired blood plasma and cell samples (*n* = 4 cows)

	Plasma	Cells
Raw reads	15,553,150	14,194,750
Reads without adapter (excluded)	127,738	237,726
Short reads (excluded)	9,469,537	672,891
Low quality reads (excluded)	20,587	25,532
Mapped reads	5,935,288	13,258,602
Total miRNA reads	2,688,243	12,309,110
of which bovine	2,683,651	12,307,733
of which human	4592	1377
Detected miRNAs (> 10 reads)	315	305
of which bovine	298	289
of which human	17	16

### Differentially expressed miRNAs in blood plasma and cells

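The most abundant miRNA was miR-22-3p in plasma, with 126167 ± 17901 RPMM (SD, n = 4), and miR-486 in blood cells, with 324749 ± 58694 RPMM (SD, n = 4). In plasma, miR-486 followed with 125775 ± 36878 RPMM, then miR-192, an miRNA of liver and intestine, with 101853 ± 23416, and miR-27b with 43371 ± 4360 (all SD, n = 4). In blood cells, miR-486 was followed by miR-451, which is made in the red blood cell lineage, with 187081 ± 38070 RPMM, then miR-101 with 90470 ± 14241 and miR-92a with 44264 ± 4590 (all SD, n = 4). miR-22-3p had 7296 ± 782 RPMM in blood cells (SD, n = 4) and was called higher in plasma, with a log2 fold change of 2.43 (standard error 0.21, adjusted p = 5.11e-05 from edgeR's quasi-likelihood test, higher in 4 of 4 cows). Among others in the plasma list, miR-423-5p had 35409 ± 2685 RPMM and miR-140 19501 ± 3886, with log2 fold changes of 3.23 and 1.63, and both were called higher in plasma. In the blood cell list, miR-25 had 30232 ± 1455 RPMM and miR-93 9760 ± 1114, and both were called higher in blood cells. The 15 most abundant miRNAs held 68.8% of the mean RPMM in plasma and 85.8% in blood cells. Ranked by mean RPMM, 5 miRNAs stood in both lists of 15, against 3 in both lists of 10 and 11 in both lists of 20. Of the 5, miR-142-5p, miR-191 and miR-30e-5p had more RPMM in plasma and log2 fold changes of -0.78, -0.95 and -0.999 with TMM, which turned to 0.89, 0.72 and 0.67 when only library totals were used for scaling, so their direction is open. The fold changes of miR-103 and miR-21-5p, also in the plasma list, carry the same limit, since neither was called with TMM and both were called higher in plasma with library totals.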

There was incomplete overlap between the lists of most abundant miRNAs in plasma and cells, with only 5 of the 15 most abundant miRNAs being common to the two lists, i.e. miR-486, miR-142-5p, miR-191, miR-92a and miR-30e-5p (Table 2).

**Table 2:** Most abundant miRNAs in paired blood plasma and cell samples (*n* = 4 cows) obtained by sequencing

Plasma		Cells	
MiRNA	RPMM	MiRNA	RPMM
miR-22-3p	126,167	miR-486	324,749
miR-486	125,775	miR-451	187,081
miR-192	101,853	miR-101	90,473
miR-27b	43,371	miR-92a	44,722
miR-142-5p	39,727	miR-16b	33,980
miR-423-5p	35,409	miR-26a	32,849
miR-191	32,448	miR-25	30,232
miR-215	28,947	miR-142-5p	20,925
miR-21-5p	25,484	miR-191	19,656
miR-10b	25,277	miR-181a	15,753
miR-92a	23,608	miR-186	14,137
miR-103	22,481	let-7f	12,830
miR-140	19,501	miR-30e-5p	11,955
miR-148a	19,108	miR-144	9847
miR-30e-5p	19,058	miR-93	9760

Principal component analysis (PCA) of a total of 212 miRNAs that were detected with ≥25 RPMM in more than two samples of either plasma or cells (see Methods, Additional file 1) produced well-separated plasma and cell populations, with a single component (PC1) accounting for 83.9% of the variation across samples (Fig. 2a). Moreover, 169 miRNAs were differentially expressed between plasma and cells (FDR < 0.05, Fig. 2b, Additional file 1), with as many as 131 miRNAs changing by more than two-fold. Of these, 92 miRNAs were enriched in plasma and 39 miRNAs were enriched in blood cells (Table 3, Fig. 3 and Additional file 1). 

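Plasma and blood cell libraries lay far apart in their miRNA profiles, and libraries of the same fraction lay close together. In a principal component analysis of log2(RPMM + 1) of the 209 tested miRNAs, the first component held 91.8% of the variance and separated the 4 plasma from the 4 blood cell libraries. The smallest distance between libraries of different fractions was 55.0 on this log2 scale, against at most 21.7 between plasma libraries and 8.65 between blood cell libraries. Across the tested miRNAs, which are not independent replicates, Spearman's rho was at least 0.990 between blood cell libraries, at least 0.911 between plasma libraries and at most 0.611 between fractions. The second component, with 3.47% of the variance, separated plasma libraries from each other and was led by miR-199a-3p (32.3% of its squared loadings), miR-199c (24.1%) and miR-152 (11.9%). The third, with 2.89%, was led by miR-339b (24.1%), miR-152 (21.9%) and miR-339a (19.2%). miR-152 had 0 reads in the plasma of cow 47 and 945 to 1404 RPMM in the other plasma libraries. miR-199a-3p and miR-199c have near-identical sequences, as do miR-339a and miR-339b, and the reads of each pair fell almost wholly under 1 of its names in any library, which was not the same name in all plasma libraries. With every miRNA scaled to unit variance, the first component held 83.8% of the variance.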

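Most tested miRNAs differed between plasma and blood cells. Of 209, 95 were called higher in plasma and 83 higher in blood cells, 178 in all, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 95, 93 were higher in plasma in all 4 cows, and all 83 were lower in plasma in all 4 cows. The plot of mean RPMM shows the plasma calls reaching from miRNAs near the detection limit in blood cells, such as miR-429 and miR-802, to miRNAs abundant in both fractions, such as miR-22-3p. By the ratio of mean RPMM, 140 of the 178 differed by more than 2-fold. The split between the fractions depends on the scaling, since library totals alone gave 192 calls, 140 higher in plasma and 52 higher in blood cells, and 72.9% of calls were then higher in plasma against 53.4% with TMM. 20 called miRNAs had more mean RPMM in plasma and a log2 fold change below 0 with TMM. One of them was miR-186, with 16370 ± 1380 RPMM in plasma and 14138 ± 1680 in blood cells (SD, n = 4) and a log2 fold change of -1.46 (standard error 0.14, adjusted p = 9.40e-05 from edgeR's quasi-likelihood test), while with library totals it was not called, at 0.22. Read counts do not settle which scaling is nearer to the amounts of miRNA in the fractions, since the cel-miR-39-3p that the authors added before extraction is not among the names analysed.

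**Figure D1:**
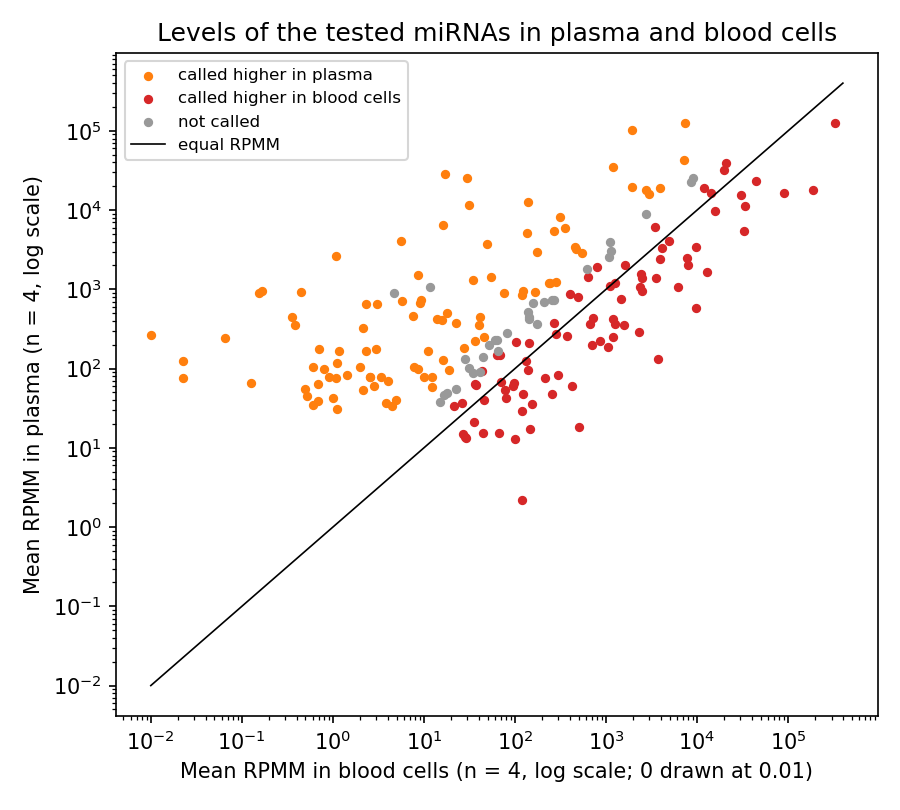
Mean RPMM of the 209 tested miRNAs in blood cells (horizontal axis, log scale, 0 drawn at 0.01) and in plasma (vertical axis, log scale), each a mean of 4 libraries. Colours give the 95 miRNAs called higher in plasma, the 83 called higher in blood cells and the 31 not called with TMM scaling, and the line marks equal RPMM. Of the calls higher in blood cells, 20 lie above the line, and with library totals alone the split of calls becomes 140 to 52.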

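Many of the largest differences were in miRNAs with few reads in blood cells. miR-429, of the epithelial miR-200 family, had 268 ± 132 RPMM in plasma (SD, n = 4) and 0 reads in the blood cell libraries, and its pooled RPMM was at least 3620-fold higher in plasma against a floor of 3 reads over the 4 blood cell libraries (2405-fold without cow 46). miR-205, another epithelial miRNA, had 896 ± 257 RPMM in plasma and 0.153 ± 0.132 in blood cells (SD, n = 4), a log2 fold change of 10.73 (standard error 0.53, adjusted p = 6.34e-06 from edgeR's quasi-likelihood test, higher in 4 of 4 cows). miR-214 had 772 reads in plasma and 1 in blood cells, a pooled RPMM ratio of 3535 (95% exact binomial interval 632.5 to 139784), or at least 888-fold without cow 44, which held the 1 read. Log2 fold changes of miR-455-5p, miR-100, miR-10b and miR-199a-5p were 9.42, 8.50, 8.43 and 8.25. In the other direction, miR-107 had 119 ± 15.3 RPMM in blood cells and 2.16 ± 0.928 in plasma (SD, n = 4), a log2 fold change of -7.38 (standard error 0.30, adjusted p = 4.02e-06 from edgeR's quasi-likelihood test, lower in 4 of 4 cows). miR-6119-5p and miR-185 followed, at -6.55 and -6.49, and miR-331-3p and miR-454 were at -4.77 and -4.74. Called miRNAs with a ratio of mean RPMM over 2 numbered 102 in favour of plasma and 38 in favour of blood cells, and 7 of the 102 had a log2 fold change below 0 with TMM and were called higher in blood cells. With the TMM-scaled fold change in place of RPMM, a choice made after the data were seen, 82 and 71 passed 2-fold.
miRNAs known from tissues other than blood were among the plasma calls. Of the epithelial miR-200 family and miR-205, 4 of 8 members were abundant enough to be tested. These 4 were called higher in plasma (4 when adjusted over the list alone). They are miR-141, miR-200a, miR-205 and miR-429. The paper also lists them among its most plasma-enriched miRNAs, so their count is not independent evidence. All 4 passed the filter through plasma alone, so the filter favours this direction, and when every name was tested without it, 7 of the 8 were called higher in plasma and 0 lower. In the imprinted DLK1-DIO3 cluster, a large miRNA cluster on bovine chromosome 21, 11 of 52 members were tested and called higher in plasma (11 when adjusted over the list alone), with log2 fold changes of 1.39 to 5.67, the highest being those of miR-369-3p, miR-410, miR-665 and miR-136. Of these 11, 10 passed the filter through plasma alone, and without the filter 31 of the 52 were called higher in plasma and 0 lower. Both arms of the endothelial miR-126 were called higher in plasma (2 when adjusted over the list alone), with 6478 ± 1719 RPMM of miR-126-5p in plasma and 16.4 ± 4.19 in blood cells (SD, n = 4). Both arms passed the filter through plasma alone, and the paper lists miR-126-5p among its most plasma-enriched miRNAs, so this is not independent evidence. Of 10 miRNAs of stromal cells and smooth muscle, 7 were called higher in plasma (7 when adjusted over the list alone) and 2 were not called. Of the 2, miR-152 was at 5.01 (standard error 2.10), with 0 reads in the plasma of cow 47 and 945 to 1404 RPMM in the other plasma libraries. The other, miR-99a-5p, was at -0.60. miR-125b was lower at -1.10, which turned to 0.58 with library totals, where 9 were higher. Of these 10, 7 passed the filter through plasma alone, and without the filter 8 were called higher in plasma and 1 lower. The paper also lists miR-10b, miR-100, miR-199a-5p and miR-214 among its most plasma-enriched miRNAs, so the count of this list is not independent evidence. The neural and endocrine miRNAs did not move as 1 group, since miR-375 and miR-138, the 2 tested of 10, were called higher in plasma (2 when adjusted over the list alone), while without the filter 3 of the 10 were called higher in plasma and 5 higher in blood cells, among them miR-7 and miR-9-5p. With the filter, the counts of the epithelial, DLK1-DIO3, endothelial and neural lists were the same with library totals.
miR-199a-3p and miR-199c, at -11.21 and 9.07, and miR-339a, at -10.17, are uncertain because reads of near-identical sequences can be counted under either name. The log2 fold change of miR-199a-3p and the log2 fold change of miR-199c were no longer called without cow 44 (adjusted p = 0.0533 and 0.076 from edgeR's test), the second also not without cow 45 (0.0662), and the log2 fold change of miR-339a was -11.55 without cow 45. As a sum, miR-199a-3p and miR-199c had 3693 ± 656 RPMM in plasma and 2367 ± 394 in blood cells (SD, n = 4) and a log2 fold change of -1.01 with TMM, or 0.64 with library totals, while the sum of miR-339a and miR-339b was at -2.38 and -0.73. From its own calls and fold changes the paper states which miRNAs are enriched in each fraction. It goes on to look for tissue biomarkers among those enriched in plasma.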

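miR-122, the main miRNA of liver cells, had 243 ± 381 RPMM in plasma and 0.0656 ± 0.0852 in blood cells (SD, n = 4), with 3819 and 3 reads in all, a pooled RPMM ratio of 5828 (95% exact binomial interval 1993 to 28274), or 607 (206 to 2959) without cow 47 and 15182 (2723 to 599799) without cow 44. miR-133a, an miRNA of skeletal and heart muscle, had 116 ± 100 RPMM in plasma and 1.10 ± 1.42 in blood cells (SD, n = 4), a log2 fold change of 5.10 (standard error 0.88, adjusted p = 0.00165 from edgeR's quasi-likelihood test). miR-141, of the miR-200 family, had 4016 ± 1745 RPMM in plasma and 5.64 ± 0.703 in blood cells (SD, n = 4), a log2 fold change of 7.69 (standard error 0.29, adjusted p = 4.02e-06 from the same edgeR test). miR-127 and miR-182 had log2 fold changes of 3.60 and 4.08, from 1315 ± 180 and 106 ± 22.5 RPMM in plasma (SD, n = 4). These 5 miRNAs were called higher in plasma, in 4 of 4 cows each (5 when adjusted over the list alone). The study named them from these libraries, so their count is not independent evidence. In a list of 7 liver and intestine miRNAs, 5 were tested and called higher in plasma (5 when adjusted over the list alone, and 5 higher and 0 lower of the 7 when all were tested without the filter), namely miR-122, miR-802, miR-192, miR-194 and miR-215, of which the study also picked miR-122, miR-802 and miR-215. miR-192 had a log2 fold change of 4.04 (standard error 0.23, adjusted p = 9.04e-06 from edgeR's quasi-likelihood test). Of 7 muscle miRNAs only miR-133a was abundant enough to be tested (1 called, and 1 when adjusted over the list alone), and without the filter 2 of the 7 were called higher in plasma and 1, miR-499, lower. Single animals weigh on some of these levels. miR-122 had 814 RPMM in the plasma of cow 47 and 36.8 to 75.0 in the others, and the log2 fold change of miR-122, 9.59, became 7.45 without cow 47 and 10.99 without cow 44. miR-133a had 265 RPMM in the plasma of cow 46 and 59.1 to 79.4 in the others, and the log2 fold change of miR-133a became 4.32 without cow 46 and 6.41 without cow 44, with the call unchanged each time.

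**Figure D2:**
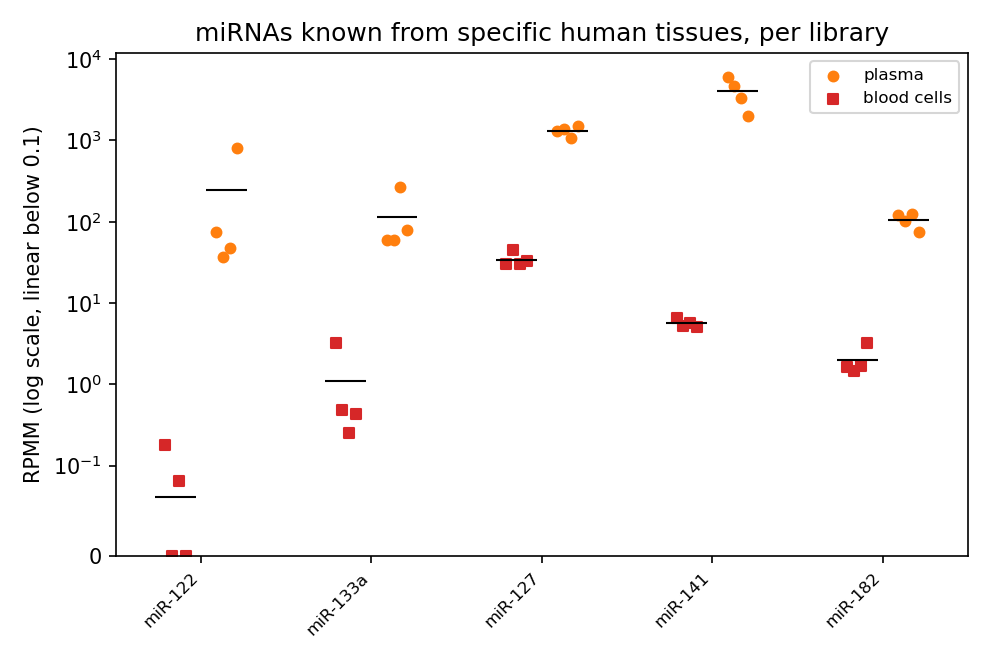
RPMM of 5 miRNAs known from specific human tissues in each library (log scale, linear below 0.1), with plasma as circles, blood cells as squares and horizontal bars for the means of 4 libraries. All plasma values lie above all blood cell values for each miRNA, and the highest plasma values of miR-122 and miR-133a, 814 and 265 RPMM, lie above the other 3.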

Among miRNAs enriched in plasma were several known to be expressed exclusively or predominantly in specific tissues in humans including miR-122 (liver), miR-133a (muscle), miR-127 (adrenal gland), miR-141 (adrenal gland and reproductive system) and miR-182 (thymus) [37, 38]. Moreover, miRNAs enriched in the bovine blood cell fraction included many previously reported to be blood cell-derived in humans, such as miR-144, miR-451, let-7f, miR-26a, miR-15b, miR-20a, miR-16a, miR-16b and miR-486 [18, 25, 37, 39–41].

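All 9 of these miRNAs were higher in blood cells, in 4 of 4 cows each. miR-144 and miR-451, which share a precursor transcript in the red blood cell lineage, had the largest differences. miR-144 had 9847 ± 1150 RPMM in blood cells and 584 ± 120 in plasma (SD, n = 4), a log2 fold change of -5.76 (standard error 0.22, adjusted p = 4.02e-06 from edgeR's quasi-likelihood test). miR-451 had 17695 ± 3457 RPMM in plasma (SD, n = 4), and its mean was 10.6-fold higher in blood cells. let-7f had 12809 ± 3310 RPMM in blood cells and 1674 ± 287 in plasma, and miR-26a 32846 ± 1960 and 5433 ± 1096 (SD, n = 4), with log2 fold changes of -4.58 and -4.29. miR-15b, miR-20a, miR-16a and miR-16b were at -3.92, -3.67, -3.63 and -3.26. miR-486 had the smallest difference, at -3.08, and its mean was 2.58-fold higher in blood cells. All 9 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (9 when adjusted over the list alone, 9 with library totals), and the study named them from these libraries, so their count is not independent evidence.
Of 10 red blood cell miRNAs, 10 were called higher in blood cells (10 when adjusted over the list alone, 9 with library totals). However, 6 of the 10 are also among the miRNAs the study names as blood cell-derived. The paper further lists miR-107 and miR-185 among its most blood cell-enriched miRNAs and miR-92a among its most abundant. The count is therefore not independent evidence. Of the miR-17-92 and related clusters, which are active in dividing blood cells, 9 of 10 tested members were called higher in blood cells (9 when adjusted over the list alone), such as miR-17-5p, miR-18a and miR-93 at -3.55, -3.53 and -3.19, and miR-363 was not called with TMM but was higher in plasma with library totals. All 8 tested guide strands of the let-7 family were called higher in blood cells (8 when adjusted over the list alone, 6 with library totals), with let-7a-5p, miR-98 and let-7i at -4.19, -4.21 and -3.30. The other strand let-7a-3p, which is not on the list and is named after its values were seen, was called higher in plasma at 1.15 (2.82 with library totals). On the list, let-7e did not pass the filter. Without the filter it was called higher in plasma at 1.08 (adjusted p = 0.00829 from edgeR's quasi-likelihood test). White blood cell miRNAs did not move as 1 group, since 6 of 10 were called higher in blood cells with TMM (6 when adjusted over the list alone), led by miR-142-3p at -2.51 and miR-181a at -2.35, and miR-181b was higher in plasma at 0.48, a call that ended without cow 44, 45 or 47 (adjusted p = 0.0588 to 0.143 from edgeR's test), while with library totals 7 were higher in plasma and 1 in blood cells. Of 7 platelet miRNAs, 3 were called higher in blood cells, namely miR-197 at -4.14, miR-191 and the uncertain miR-199a-3p, and 1, miR-126-3p, higher in plasma (3 and 1 when adjusted over the list alone), against 2 and 5 with library totals.

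**Figure D3:**
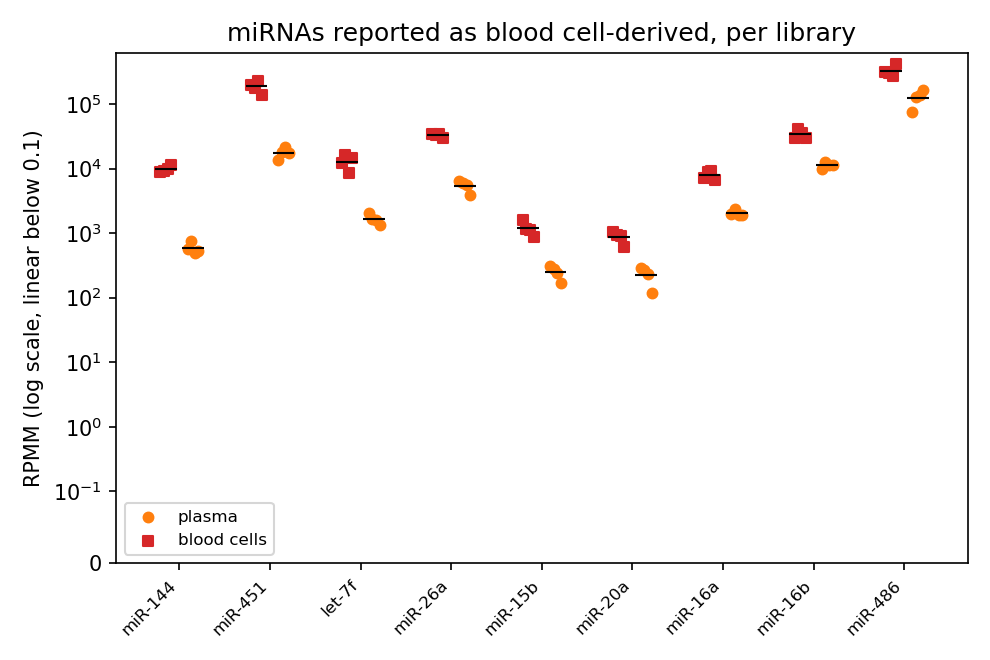
RPMM of 9 miRNAs reported as blood cell-derived in each library (log scale, linear below 0.1), with plasma as circles, blood cells as squares and horizontal bars for the means of 4 libraries. All blood cell values lie above all plasma values for each miRNA, and the gap is widest for miR-144 and narrowest for miR-486.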

**Fig. 2:**
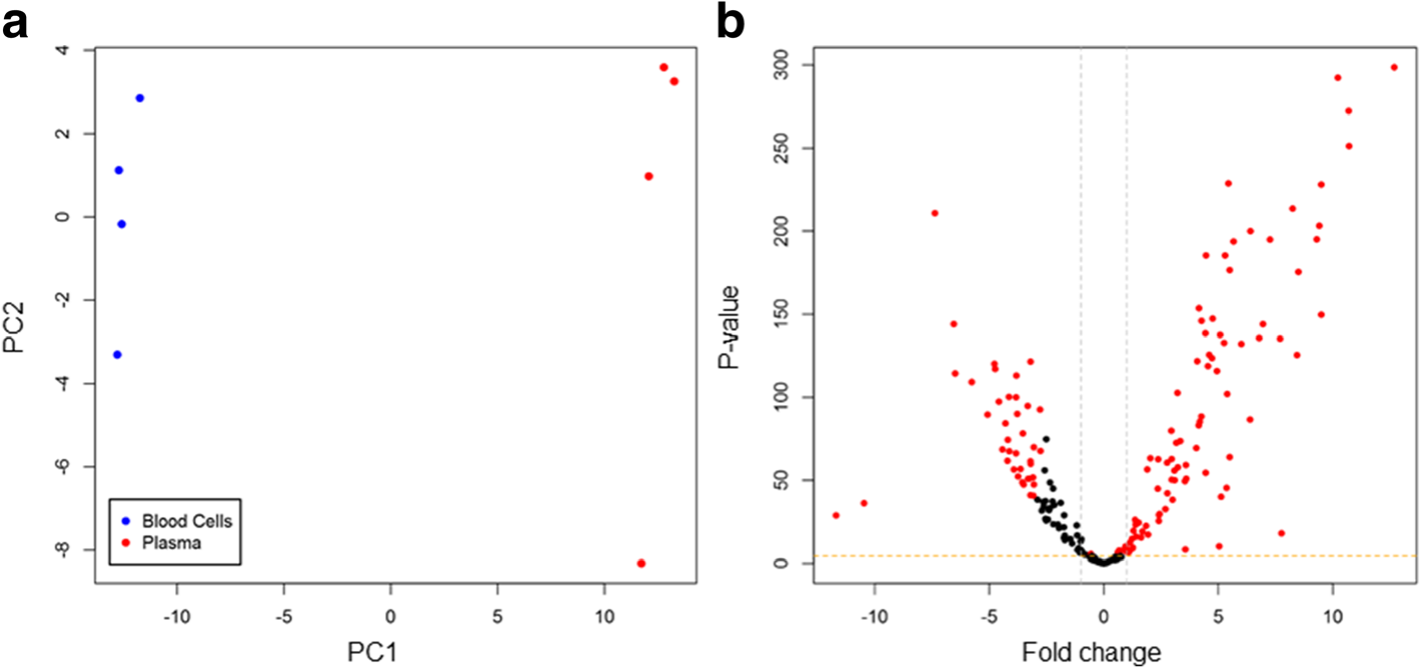
Small-RNA sequencing results. **a** PCA plot showing the first two principle components using transformed normalised data. **b** Volcano plot of fold-change (miRNA levels in blood plasma relative to cells) versus statistical significance (*P*-values), using transformed normalised data. MiRNAs with fold-change > 2 and FDR < 0.05 are highlighted in red. Grey dotted lines indicate two-fold difference thresholds. The orange dotted line indicates *P* = 0.05. Paired blood plasma and cell samples from four animals were analysed

**Table 3:** The 15 most enriched miRNAs in blood plasma and cell samples (n = 4 cows) obtained by sequencing

Plasma-enriched miRNAs	Fold-change Plasma/Cells	Blood cell enriched miRNAs	Fold-change Cells/Plasma
miR-429	Expressed exclusively in plasma	miR-107	54.19
miR-200a	6503.71	miR-6119-5p	28.01
miR-205	5220.54	miR-185	27.94
miR-215	2168.64	miR-144	16.56
miR-455-5p	1707.35	miR-451	10.31
miR-100	1498.54	miR-331-3p	8.55
miR-199a-5p	1359.19	miR-454	7.92
miR-10b	1339.56	miR-339a	7.61
hsa-miR-802	1092.70	let-7f	7.16
miR-199c	1041.52	miR-23b-3p	6.53
miR-214	931.10	miR-26a	6.08
miR-141	699.78	miR-98	5.72
miR-455-3p	635.12	let-7a-5p	5.60
miR-122	493.42	miR-101	5.39
miR-126-5p	412.95	miR-197	5.36

FDR < 0.05 for all miRNAs

**Fig. 3:**
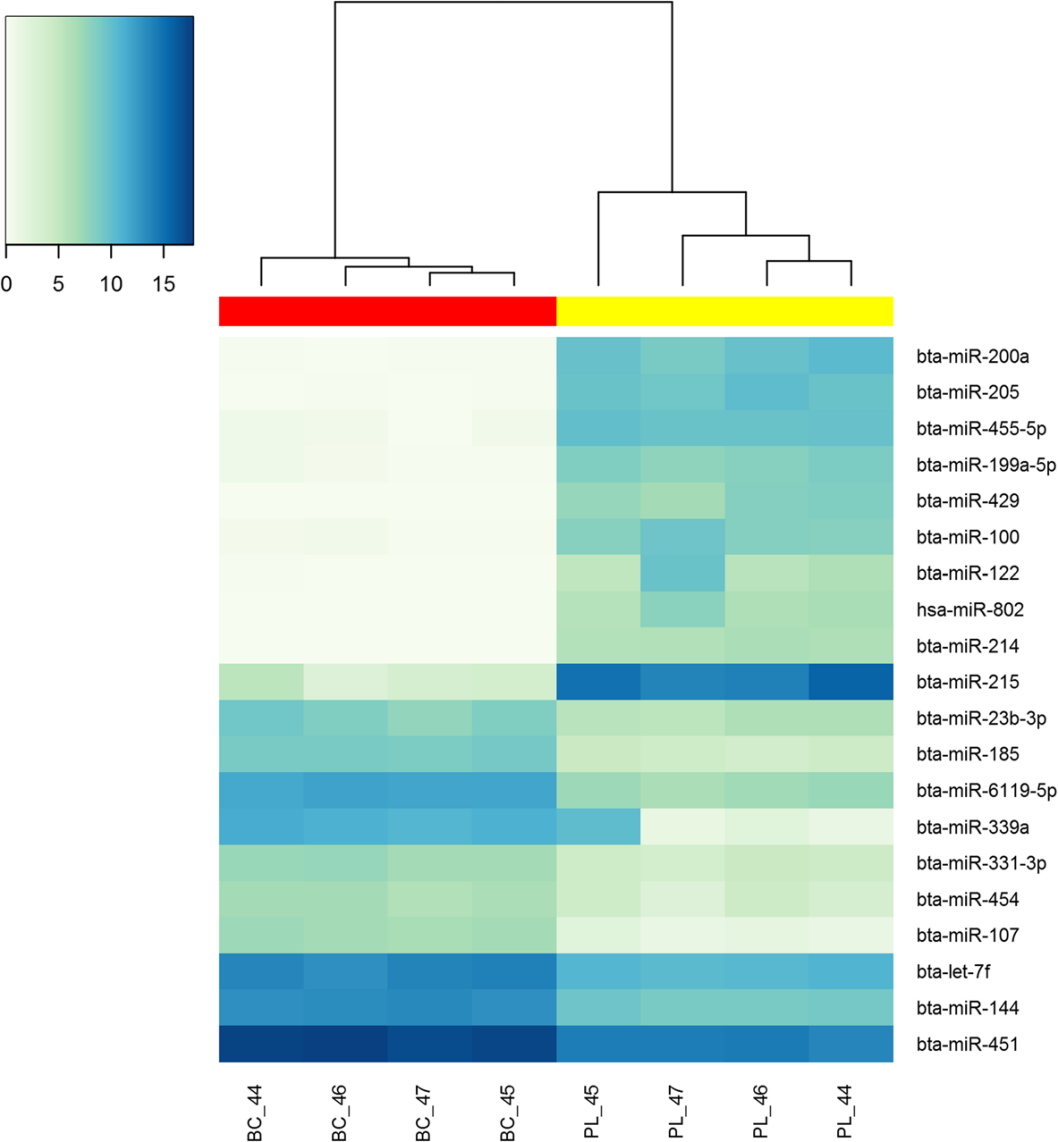
Heat map of top miRNAs differentially expressed in paired samples of blood plasma (PL) and cells (BC). Each row in the heat map represents a miRNA and each column represents a sample. The colour scale illustrates the relative expression level of miRNAs. FDR < 0.05, *n* = 4 cows

### Validation of sequencing results using RT-qPCR

We used RT-qPCR to validate differences involving a total of 10 miRNAs (indicated in bold in Additional file 1) using samples from a total of six animals (including the four animals used for sequencing). Levels of one of the miRNAs selected for validation (miR-429) could not be accurately quantified in most samples because of its low abundance. For the remaining nine miRNAs (Fig. 4a) we confirmed differences (*P* < 0.05) in the levels of all but miR-375 between plasma and cell samples (Fig. 4b). We then sought to validate the results for these eight miRNAs (miR-122, miR-215, miR-133a, miR-144, miR-451, and miR-6119-5p, miR-26a and let-7f) using samples from an independent group of animals (four Holstein-Friesian cross cows, aged between 24 and 48 months, in late pregnancy or post-partum) and we confirmed differences in plasma and cell levels of seven miRNAs (Additional file 2); levels of miR-133a were very low (Ct 34–37) in the original group of animals and were undetectable in this second group.

**Fig. 4:**
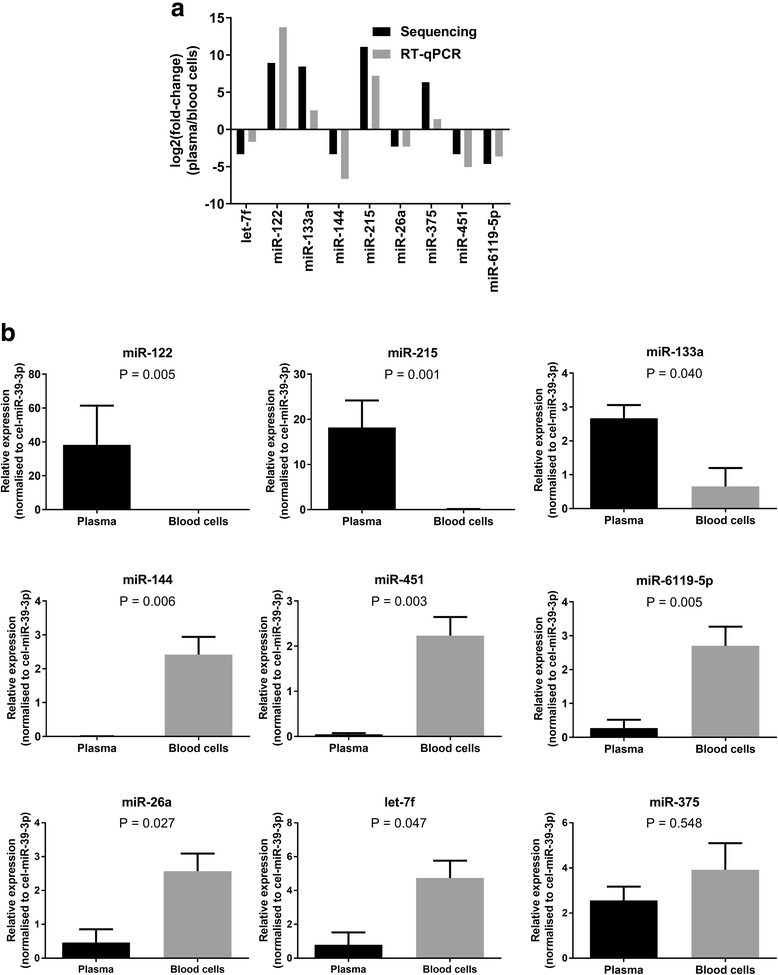
Validation of sequencing results. **a** Comparison of the fold-changes in miRNA levels in blood plasma relative to cells obtained using sequencing and RT-qPCR. **b** Relative expression (mean ± SEM, calculated from a standard curve) of selected miRNAs in paired blood plasma and cell samples from six cows. All expression levels were normalised to cel-miR-39-3p

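The sequencing side of the comparison rests on 4 cows, and the RT-qPCR values were not analysed here. Among the plasma-enriched miRNAs, miR-215, an miRNA of the intestine, had 28947 ± 18053 RPMM in plasma and 16.9 ± 16.3 in blood cells (SD, n = 4), a log2 fold change of 9.30 (standard error 0.33, adjusted p = 4.02e-06 from edgeR's quasi-likelihood test, higher in 4 of 4 cows). miR-375, known from pancreatic islets and the pituitary, had 3702 ± 1638 RPMM in plasma and 49.6 ± 10.5 in blood cells (SD, n = 4), a log2 fold change of 4.45 (standard error 0.37, adjusted p = 4.71e-05 from the same edgeR test). Among the miRNAs enriched in blood cells, miR-6119-5p had 3770 ± 517 RPMM in blood cells and 131 ± 34.5 in plasma (SD, n = 4), and its mean was 28.7-fold higher in blood cells. Of the 10 miRNAs taken to RT-qPCR, 5 were called higher in plasma and 5 higher in blood cells by sequencing (5 and 5 when adjusted over the list alone), and since they were chosen from these libraries this is not independent evidence. miR-429 has no finite sequencing fold change, because no blood cell library held a read of it.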

### MiRNA profiling across bovine tissues

To identify novel tissue-specific miRNAs in cattle we investigated the distribution across 14 different body tissues of several miRNAs which expression we had found to be enriched in plasma (Additional file 1). We first profiled three miRNAs, miR-122, miR-133a and miR-215, known to be tissue-specific in humans [37, 38]. Accordingly, the three miRNAs (Fig. 5a) were expressed predominantly in liver (miR-122, 88-fold higher than in any other tissue), muscle/heart (miR-133, 254-fold higher) and intestine (miR-215, 150-fold higher).

**Fig. 5:**
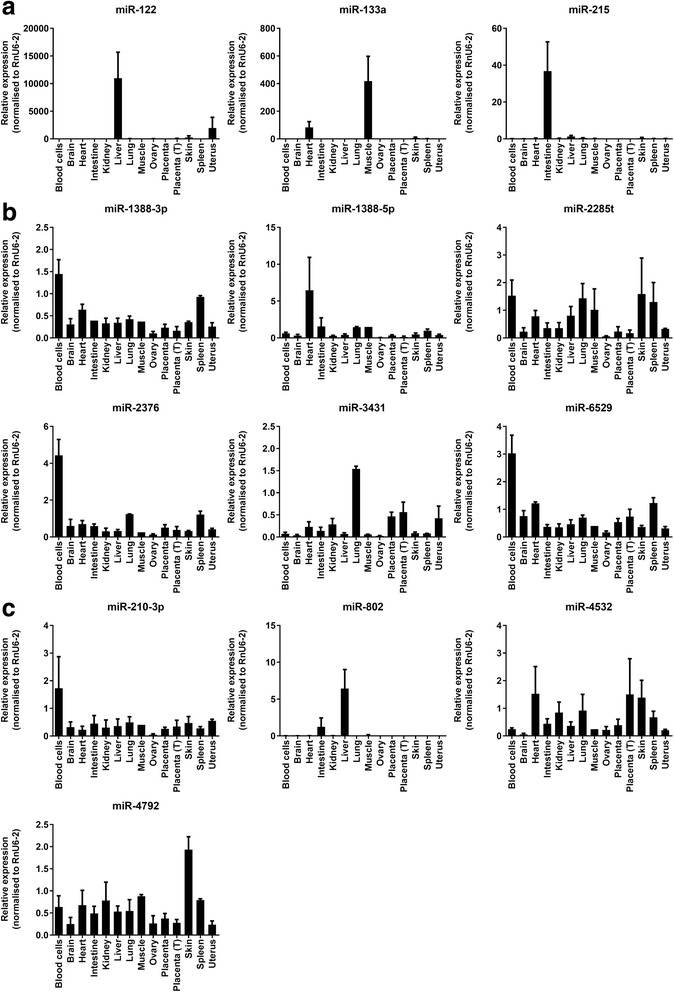
MiRNA profiling across bovine tissues. Relative expression (mean ± SEM) of selected plasma-enriched miRNAs across 14 bovine tissues. **a** MiRNAs reported to be tissue-enriched in humans. **b** MiRNAs not registered in humans. **c** Human miRNA homologues not identified previously in bovine. RT-qPCR was run on 2–6 samples per tissue. Placenta = Day 70 of pregnancy; Placenta (T) = Term. All expression levels were normalised to RNU6–2

We then sought to identify novel tissue biomarkers. First, from the list of miRNAs enriched in plasma (Additional file 1), we looked for miRNAs that were either registered for bovine but not human, or that were human homologues not previously identified in cow, as described in the Materials and Methods. These analyses revealed 10 miRNAs which either were present in bovine but not in human (miR-1388-5p, miR-1388-3p, miR-2376, miR-2285 t, miR-3431 and miR-6529a, Fig. 5b) or were homologues of human miRNAs not identified previously in cow (miR-210-3p, miR-802, miR-4532 and miR-4792, Fig. 5c).

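Of these 10 miRNAs, 9 were called higher in plasma and miR-4792 was not. miR-4532 had 656 ± 192 RPMM in plasma and 2.29 ± 1.32 in blood cells (SD, n = 4), a log2 fold change of 6.64 (standard error 0.52, adjusted p = 3.40e-05 from edgeR's quasi-likelihood test). miR-210-3p, which rises under low oxygen in many cell types, had 678 ± 105 RPMM in plasma and 9.02 ± 0.712 in blood cells (SD, n = 4), a log2 fold change of 4.55. miR-802 had 1609 reads in plasma and 1 in blood cells, a pooled RPMM ratio of 7367 (95% exact binomial interval 1320 to 291145), or 2620 (468 to 103717) without cow 47, and without cow 44, which held the 1 read, it was at least 2001-fold. miR-6529a was the most abundant of the 10 in plasma, at 2986 ± 784 RPMM (SD, n = 4), with 173 ± 18.2 in blood cells. miR-1388-3p, miR-6529a, miR-1388-5p and miR-2376 had log2 fold changes of 3.17, 2.40, 2.36 and 1.53. miR-2285t and miR-3431 were nearer to equal, at 0.67 and 0.61 (adjusted p = 0.0245 and 0.0312 from edgeR's quasi-likelihood test, each higher in 4 of 4 cows). miR-4792 had 102 ± 15.0 RPMM in plasma and 31.6 ± 8.14 in blood cells (SD, n = 4) and a log2 fold change of 0.03 (standard error 0.16, adjusted p = 0.85 from edgeR's quasi-likelihood test, higher in 2 of 4 cows), or 1.70 with library totals. The count was 9 when adjusted over the list alone and 10 with library totals, and the study chose the miRNAs from these libraries, so it is not independent evidence. For the log2 fold change of miR-2285t and the log2 fold change of miR-3431 the calls depend on single cows, since the first was not called without cow 44, 46 or 47 (adjusted p = 0.0644 to 0.0898 from edgeR's test) and the second not without cow 44 or 45 (0.103 and 0.0662) nor without the cow as a block (0.127).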

RT-qPCR analyses showed that the majority of these miRNAs were expressed in most of the tissues profiled, i.e., they were not enriched in any particular tissue and therefore do not provide potential biomarkers of tissue function (Fig. 5b-c). Surprisingly, miR-1388-3p, miR-2376 and miR-6529 showed high expression in blood cells despite having been identified as plasma-enriched using sequencing. A possible explanation for this result is that, despite blood cells having the highest levels of these miRNAs, the combined contribution from all other tissues to plasma levels is still greater in comparison. Interestingly, in addition to blood cells, all three miRNAs were relatively abundant in spleen (Fig. 5b), which suggests an involvement in hematopoietic regulation. However, since no functional data is available for any of the three miRNAs in any species, further study will be needed to confirm this.

Among the remaining miRNAs, miR-3431 was distinctly high in lung followed by placenta and uterus. This is a ruminant-specific miRNA which has been reported to be expressed in adipose and reproductive tissues of cattle [42, 43], although no information is available on its potential functions. Whether miR-3431 could provide a useful circulating biomarker of lung function in cows should be investigated in future studies.

Of note, the human homologue of miR-802 was distinctly enriched in liver, where its expression was 87-fold higher than the mean expression across all tissues, and 5.2-fold higher than in intestine, the tissue with the second highest mean expression levels (Fig. 5c). Using BLAT (UMD3.1, accessed 27/07/16) we mapped the mature miR-802 sequence to bovine chromosome 1 (chr1: 149720302–149,720,392 [+]). Indeed, this location in the bovine genome has been annotated as a novel miRNA with a secondary structure that matches miR-802. 

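In the authors' deposited table, which is based on the older genome build bosTau4, the human homologue miR-802 is placed on a sequence not assigned to a chromosome, from 10777 to 10799 on the plus strand. The table lists 1 location for each name. Its reads came almost wholly from plasma, with 142, 163, 144 and 1160 reads in cows 44, 45, 46 and 47 and 1 read over the 4 blood cell libraries. These correspond to 97.7, 51.2, 79.1 and 269 RPMM in plasma. For comparison, miR-122 is placed on chromosome 24 from 59932237 to 59932258, and miR-192, another miRNA of the liver and intestine, on chromosome 29 from 44934770 to 44934792. In plasma over blood cells it was 10.21 on the log2 scale (standard error 0.52, adjusted p = 6.66e-06 from edgeR's quasi-likelihood test), and the log2 fold change of miR-802 was 9.18 without cow 47.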

Although not previously reported in cow, data in humans and mice have shown miR-802 to be a key a regulator of liver function. Specifically, hepatic levels of miR-802 were elevated in obese individuals, contributing to insulin insensitivity, glucose intolerance and increased hepatic gluconeogenesis by downregulation of HNF1B [44]. Interestingly, serum miR-802 levels were reportedly increased in type 2 diabetes patients providing a potential circulating biomarker for this disease [45]. Another study identified miR-802 as a target of constitutive androstane receptor (CAR) signalling, which is involved in the regulation of xenobiotic detoxification, lipid homeostasis and energy metabolism [46]. Furthermore, circulating miR-802 has been proposed as a biomarker of drug-induced liver damage in rats, with an observed increase in miRNA levels in response to tissue damage being comparable to that of the liver-enriched miR-122 [47, 48]. Overall, these results highlight the importance of miR-802 in the regulation of glucose and lipid metabolism as well as xenobiotic responses in the liver.

In dairy cattle, negative energy balance (NEB) often occurs during the post-partum period as a consequence of the high energy requirements for lactation. The liver has a central role in counteracting NEB. Liver dysfunction often ensues during the post-partum period, particularly in high-producing cows, in association with metabolic dysfunction and low fertility, constituting a major problem in modern dairy herds [49]. Changes in the expression of some miRNAs in liver have been shown in association with NEB in cattle [49]. In this context, future studies should investigate whether miR-802, perhaps in combination with liver-enriched miR-122, may provide a potential biomarker of negative energy balance in dairy cows.

## Conclusions

Using next-generation sequencing, we compared for the first time miRNA levels in paired plasma and cell fractions of bovine blood and identified a total of 131 miRNAs that were differentially expressed (greater than two-fold) between the two fractions. Of those, 92 miRNAs were expressed at higher levels in plasma than in cells. Expression profiling of selected plasma-enriched miRNAs across different bovine tissues revealed miR-802, a previously unidentified bovine miRNA, to be highly enriched in liver. The miRNA database generated in this study provides a useful resource for future investigation of miRNA biology in bovine and identification of additional potential biomarkers of tissue function in livestock.

## Additional files

Additional file 1: Sequencing miRNA analysis. Normalised miRNA expression levels in bovine blood plasma and cell samples, and the results of differential expression analysis between the two sample types. (XLSX 47 kb)

Additional file 2: Validation of sequencing data. Validation of sequencing results for selected miRNAs using RT-qPCR on an independent group of four animals. (TIFF 1669 kb)

## Abbreviations

miRNA: microRNA
PCA: Principal component analysis
qPCR: Quantitative polymerase chain reaction
RT: Reverse transcription

How the deposited data were processed for this re-analysis (not part of the article)

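Small RNA libraries of blood plasma and blood cells from 4 cows (44 to 47) were analysed, 8 libraries in all. Each plasma library is paired with the blood cell library of the same cow. The pairing comes from the animals themselves. As a check, the deviations of same-cow libraries from their fraction's mean had correlations across miRNAs of 0.051, 0.056, 0.076 and 0.234, against -0.174 to 0.106 for libraries of different cows, so only cow 47 stands out in this check.

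The authors mapped the reads with sRNAbench and Bowtie 0.12.9 to bosTau4 and deposited raw read counts per mature miRNA, bovine names first and human homologues for reads with no bovine match. They also deposited normalised values in RPMM, which carry separate denominators for bovine names and human homologues. The counts were used for every test. RPMM were computed from the counts with the bovine denominator of each library for all names. The table lists 1 genomic location per name, and no reference genome of that build was at hand, so locations are given as the authors' table gives them.

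Depth was 1453384 to 4296460 miRNA reads per plasma library and 11169204 to 14471979 per blood cell library. A floor of 3 reads corresponds to 0.696 to 2.07 RPMM in plasma and 0.207 to 0.268 RPMM in blood cells. Where a miRNA had 1 to 3 reads in blood cells, the ratio of pooled RPMM is given with a 95% exact binomial interval, and where it had 0 the pooled RPMM in plasma are set against 3 reads over the blood cell libraries. Such intervals and floors cover counting error only, because PCR copies are not independent molecules.

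A miRNA was tested if it had at least 25 RPMM in at least 3 of the 4 libraries of either fraction, which 209 of 704 did. The test was edgeR's quasi-likelihood test on the counts, with TMM scaling, the cow as a block and Benjamini-Hochberg adjustment at 0.05, run with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The paper's text names edgeR's paired mode on RPMM and this filter, and it names no scaling inside edgeR. The standard errors given were derived from this test, as the absolute log2 fold change divided by the square root of its F statistic. A count of miRNAs over 2-fold uses the ratio of mean RPMM. Detection means over 10 reads in a library. Principal components were computed on log2(RPMM + 1). Read totals were compared by an exact permutation test of the paired differences.

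The test was tried on simulated data drawn for the 209 miRNAs, with 60 of them changed at a dispersion of 0.131. It recovered 26 of 60 (43.3%) changed 2-fold, with 1 of 149 unchanged miRNAs called, and 60 of 60 (100%) changed 4-fold, with 3 of 149 called. A 2-fold difference was thus often missed at this dispersion, which the simulation gave to every miRNA. The share missed in the data can differ, since smaller differences were called there, such as miR-342 at a log2 fold change of -0.44. The simulation raised as many miRNAs as it lowered, left most unchanged and included no effect of the cow. It thus did not put TMM scaling to the test where most miRNAs differ, as in the data. Its few false calls say nothing about calls that depend on the scaling.

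The miRNAs named follow a rule set before testing, but after the paper's printed values had been seen. They are those the paper's results name, the 10 with the largest fold change in each direction among calls that changed the same way in all 4 cows, up to 4 members per list, members that go against their list, and the 15 most abundant per fraction. miRNAs with near-identical names, and some that stood apart in cow 47, were set in the same rule. The paper's Additional file 1 prints RPMM, fold changes and p-values for its tested miRNAs, and these had been seen when the rule was written. Other miRNAs that are singled out were chosen after their values were seen. 16 lists of miRNAs were fixed before testing but with the paper's printed values at hand, and 4 of them were taken from the paper. The others cover epithelial, liver and intestine, muscle, stromal and smooth muscle, endothelial, DLK1-DIO3, let-7, miR-17-92, leukocyte, platelet, red blood cell, and neural and endocrine miRNAs.

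Alternatives set before testing were the fit without the block, RLE size factors, library totals alone, DESeq2 1.42.0 and the likelihood ratio test. Also set then were RPMM given to edgeR, other filters, near-identical names summed, bovine names only, and leaving out each cow. A fold change from TMM-scaled counts, the mean of per-cow ratios, and stepwise dispersions with the likelihood ratio test were added after the data were seen. When a cow was left out, the 209 miRNAs were kept rather than filtered again, a choice also made after the data were seen. RT-qPCR values, tissue panels, read length distributions and unmapped reads were not analysed here.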

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

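The tests of near-identical sequences, of a mislabelled library, of blood cell RNA, of read totals and of liver miRNAs were chosen after the results they concern were seen. Of 166 groups of 4 libraries looked at, 20 had 1 library far from the other 3. In independent groups chance would give about 1 in 20, or 8.30. The counts cannot be compared, since the groups share libraries and some miRNAs were included because 1 library stood apart. For each of the 20, the gap to the nearest other library is given as a share of the group's range.

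miR-199a-3p had 4280 RPMM in the plasma of cow 46 and 0.628 to 0.929 in the other plasma libraries (gap 1.00 of the range), and miR-339a had 1167 in the plasma of cow 45 and 1.38 to 3.85 in the others (gap 0.998), while miR-199c and miR-339b were low where these were high. A library labelled with the wrong fraction is argued against by Spearman's rho of these 2 libraries with the other plasma libraries, at least 0.911, against at most 0.611 with blood cell libraries. Plasma libraries exchanged between cows would give the same values, so that was not tested. Reads of near-identical sequences counted under either name remain a candidate explanation, since the SD of log2 RPMM over plasma libraries was 0.26 and 0.20 for the summed pairs, at most percentile 28.8 of the other tested miRNAs, against 4.28 to 5.63 for the single names. No biological explanation was tested.

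In the plasma of cow 47, miR-122 had 814 RPMM against 36.8 to 75.0 in the others (gap 0.951), miR-30a-5p 29730 against 5040 to 6805 (0.929), miR-100 783 against 310 to 362 (0.890), miR-1246 4137 against 324 to 824 (0.869) and miR-193b 358 against 76.0 to 114 (0.866), with miR-802 and miR-30f, the last chosen after its values were seen, also over 2-fold above the median of the others, while cows 44, 45 and 46 had 3, 1 and 9 such miRNAs. Blood cell RNA is argued against because 0 of the 7 raised miRNAs had more RPMM in blood cells than in the other plasma libraries. The larger miRNA read total of that library, 1.35 times that of cow 45, is argued against because the 7 as a group were not higher in cow 45 than in cows 44 and 46, which have fewer miRNA reads (median log2 ratio -0.58, highest 0.63 for miR-1246, against at least 1.25 in cow 47). More liver miRNA in that cow's plasma stays open, since 3 of the 5 other members of the liver and intestine list were highest in cow 47. If members were independent, chance would give as many or more with a binomial probability of 0.104. However, the members share the same libraries, and miR-194 and miR-215 lie close together on 1 sequence by the authors' locations. Cow 47 was also looked at because miRNAs such as miR-122 were high there, so this probability decides nothing. Of the 3, miR-483 and miR-885 had at most 19 and 85 reads per plasma library. Against it, miR-215 was lowest in cow 47, at 13933 RPMM against 16728 to 53339. An individual difference between cows was not tested further.

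In plasma, miR-18a was low in cow 47, at 41.6 RPMM against 96.1 to 98.9 (gap 0.951), and so was miR-186, at 14326 against 16749 to 17226 (0.835). The share of the 5 most abundant miRNAs was 51.1% in the plasma of cow 47 against 40.7% to 42.3% (0.849). miR-10b was high in the plasma of cow 46, at 33105 RPMM against 22372 to 23212 (0.922), as was miR-133a, at 265 against 59.1 to 79.4 (0.902). miR-16a was high in the plasma of cow 45, at 2360 RPMM against 1893 to 1959 (0.858). In blood cells, miR-10b (71.0 RPMM against 12.7 to 21.6, gap 0.847) and miR-133a (3.22 against 0.250 to 0.483, gap 0.921) were high in cow 44. The blood cells of cow 47 were low in miR-103 (7716 RPMM against 8822 to 9038, gap 0.836) and miR-140 (1725 against 2011 to 2050, gap 0.882). They were high in miR-182 (3.19 against 1.45 to 1.67, gap 0.876) and miR-4792 (43.8 against 26.9 to 28.0, gap 0.934). miR-423-5p was high in the blood cells of cow 45, at 1655 RPMM against 1024 to 1081 (gap 0.910).

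Among 65 list members too low to be tested and not discussed in the paper, 16 had all 4 libraries of one fraction above all 4 of the other. Each of the 16 also had at least 10 reads in every library of the higher fraction. For 1 miRNA, chance would give the separation alone in 1.43% per direction if all libraries were exchangeable. The libraries are paired and the members share them, so the 16 cannot be compared with this share. The ratios that follow are of mean RPMM. In plasma over blood cells, miR-200b had a ratio of 1570, from 322 reads against 1 (pooled ratio 1474, 95% exact binomial interval 263 to 58408). Its pooled ratio was 959 (170 to 38022) without cow 46 and at least 349 without cow 44. miR-183 and miR-200c had ratios of 47.3 and 22.8. Of muscle miRNAs, miR-208b had a ratio of 29.4 and miR-499 a ratio of 1.67, but with TMM scaling and no filter miR-499 was lower in plasma, at a log2 fold change of -0.84 (adjusted p = 0.0143 from edgeR's quasi-likelihood test), while the other 15 kept their direction. Of the DLK1-DIO3 cluster, miR-370 had a ratio of 336, from 73 reads against 1 (pooled ratio 334, interval 58.1 to 13380, at least 81.7 without cow 47), and miR-376b, miR-433, miR-369-5p, miR-411c-5p, miR-487b and miR-493 had ratios of 126, 105, 69.8, 44.5, 31.2 and 14.9. let-7e had a ratio of 7.64, against the direction of its tested family members, and miR-218 a ratio of 11.6. In blood cells over plasma, miR-7 and miR-9-5p had ratios of 8.10 and 4.61.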

How the results depend on the processing

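The fold change from TMM-scaled counts, the mean of per-cow ratios, the stepwise dispersions and the keeping of the 209 miRNAs when a cow was left out were chosen after the results were seen. The number of called miRNAs, 178, lay between 127 and 331 over 16 alternatives and was within 1.5 times the value reported in 14. Without the cow as a block 174 were called, 171 of them the same, and of the named miRNAs it ended the calls of miR-181b, miR-199a-3p, miR-339a and miR-3431, added miR-339b and changed no other call. Leaving out each cow in turn gave 163 to 175 calls. Of 81 named miRNAs, 74 to 80 kept direction and call when a cow was left out, 80 with RLE size factors, 79 with DESeq2, 78 with the likelihood ratio test and 70 with library totals. The 2 libraries of a cow were the unit left out. The lower miRNA read totals of plasma limit the low miRNAs, and the choice of scaling limits directions near equality. Over 32 groupings of the libraries fitted with the block (3 more could not be fitted), only the real one reached its counts, 178 called (highest other 1), 95 and 83 by direction (1 and 0) and 102 and 38 over 2-fold (1 and 0), so 1 grouping each. Groupings that break the pairs do not match the paired design, and the 8 that part all 4 pairs (highest other 1) are too few for a share under 0.05. These groupings therefore do not exclude chance.

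With library totals, 52 miRNAs were called higher in blood cells and 1 leukocyte miRNA, and these log2 fold changes reversed: miR-103 1.37, miR-125b 0.58, miR-142-5p 0.89, miR-186 0.22, miR-191 0.72, miR-21-5p 1.44 and miR-30e-5p 0.67, in that setting because its own construction leaves out the composition factor. Given RPMM, miR-21-5p was at 0.035, the cause was not tested. With near-identical names summed, miR-199c was at -1.01 and miR-339b at -2.38, because the sum replaces the single names. With a cow left out, the log2 fold change of miR-4792 was -0.052 (without cow 44) to 0.105, the cause was not tested.

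With no filter, where more miRNAs are tested, 331 were called, 178 higher in plasma and 153 in blood cells, with 178 and 77 over 2-fold, and 7 epithelial, 2 muscle and 31 DLK1-DIO3 members higher in plasma. With at least 10 reads in 4 libraries these were 271 called, 139 higher in blood cells, 61 over 2-fold in blood cells, 7, 2 and 18. With at least 100 RPMM, where fewer are tested, 3 tissue-specific, 5 candidate, 3 RT-qPCR, 3 liver and intestine, 0 muscle and 3 DLK1-DIO3 members were higher in plasma, and 3 leukocyte members in blood cells. With the TMM-scaled fold change in place of the ratio of mean RPMM, 71 were over 2-fold in blood cells. By construction, TMM lowers the log2 fold changes of plasma over blood cells, to a median of 0.08 against 1.76 with library totals.

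The first principal component held 83.8% with unit variance, 89.1% with no filter, 95.5% with near-identical names summed and 91.0% to 93.6% without a cow. Detected miRNAs per library were 484.75 in blood cells and 496.75 in plasma at 1 read or more, 179.75 and 183.25 over 100 reads, and miRNAs detected in blood cells were 186.25 in thinned libraries. miRNAs common to both lists were 3 of the 10 and 11 of the 20 most abundant.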

Differences from the paper's values

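In this part, the stepwise dispersions with the likelihood ratio test, the mean of per-cow ratios and the keeping of the 209 miRNAs when a cow was left out were chosen after the results were seen. Of the paper's 212 tested miRNAs, 209 were tested here, 165 were called by both, 3 by the paper only, 13 here only and 28 by neither. For 196 of the 212, all 8 RPMM matched within 1%.

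The paper's mean RPMM in blood cells were 2.85 for miR-199c, 18.6 for miR-339b, 5.52 for miR-4532 and 6.75 for miR-574-3p, against 1.08, 11.7, 2.29 and 3.27 here. The paper's mean RPMM in plasma were 44.3 for miR-3168 and 30.0 for miR-574-3p, against 25.4 and 11.7 here. No alternative set before testing concerns mean RPMM. The paper's fold of miR-199c is 1041.52, and the mean of its per-cow ratios here was 3400. The 4 ratios are 7801, 2722, 1.74 and 3076 in cows 44 to 47, and that of cow 46 rests on 5 plasma reads. The gap from the paper's fold lies within their SD of 3240, but without cow 46 the mean is 4533 and the gap exceeds the SD of 2836.

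3 miRNAs were called by the paper only. For miR-152 the paper's FDR is 0.00121 and the adjusted p here, from edgeR's quasi-likelihood test, was 0.0628. It was called without the block, with library totals, DESeq2, the likelihood ratio test, RPMM given to edgeR, no filter, at least 10 reads, near-identical names summed and without cow 47, and not with RLE size factors, at least 100 RPMM, bovine names only or without cow 44, 45 or 46. For miR-339b the paper's FDR is 0.00438 and the adjusted p here was 0.0867 (edgeR). It was called without the block, with library totals, DESeq2, the likelihood ratio test, RPMM given to edgeR, no filter and without cow 45, and not in the other 7 alternatives. For miR-4792 the paper's FDR is 9.35e-31 and the adjusted p here was 0.85 (edgeR). It was called with library totals (0.000156) and in none of the other alternatives run. The stepwise dispersions with the likelihood ratio test, chosen after the values were seen, called 167 miRNAs, miR-152 and miR-339b among them, and dropped 1 that the paper calls, miR-4792.

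13 miRNAs were called here only, with adjusted p from edgeR's quasi-likelihood test. The paper's FDR values for miR-423-3p and miR-378 are 0.0675 and 0.0997, against 0.00188 and 0.00379 here, and both were called in all 15 alternatives. For miR-1468 the values are 0.0878 (the paper's) and 0.0352, and it was not called in 2 of 15, the likelihood ratio test and without cow 44. For miR-361 they are 0.191 (the paper's) and 0.00986, not called in 3 of 15, the likelihood ratio test, RPMM given to edgeR and no filter. For miR-421 they are 0.18 (the paper's) and 0.0301, not called in 4 of 15, the likelihood ratio test and without cow 44, 45 or 46. For miR-130b they are 0.191 (the paper's) and 0.0406, not called in 4 of 15, no block, the likelihood ratio test and without cow 44 or 45. For miR-30b-5p they are 0.232 (the paper's) and 0.0118, not called in 5 of 15, the likelihood ratio test, RPMM given to edgeR, no filter and without cow 44 or 47. For miR-181b they are 0.279 (the paper's) and 0.031, not called in 6 of 15, no block, the likelihood ratio test, no filter and without cow 44, 45 or 47. For miR-2285k they are 0.166 (the paper's) and 0.0365, not called in 6 of 15, RPMM given to edgeR, no filter, at least 100 RPMM and without cow 44, 46 or 47. For miR-342 they are 0.302 (the paper's) and 0.0292, not called in 7 of 15, the likelihood ratio test, RPMM given to edgeR, no filter, at least 100 RPMM and without cow 44, 46 or 47. For miR-148a they are 0.182 (the paper's) and 0.0496, not called in 8 of 15, RLE size factors, DESeq2, the likelihood ratio test, no filter, bovine names only and without cow 44, 45 or 47. For miR-425-3p they are 0.115 (the paper's) and 0.0347, not called in 8 of 15, RPMM given to edgeR, no filter, at least 10 reads, at least 100 RPMM, near-identical names summed and without cow 44, 45 or 47. For miR-146a they are 0.0997 (the paper's) and 0.0351, not called in 9 of 15, no block, the likelihood ratio test, RPMM given to edgeR, no filter, at least 10 reads, at least 100 RPMM and without cow 44, 45 or 47. In all other alternatives run, these miRNAs were called, but with library totals miR-361 (1.11), miR-342 (1.23), miR-30b-5p (1.16), miR-146a (1.12), miR-425-3p (1.21) and miR-2285k (1.10) were called higher in plasma, where with TMM they were higher in blood cells.

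The paper lists miR-4792 among the plasma-enriched candidates. Here its log2 fold change was 0.03 with TMM, and its mean RPMM was higher in plasma.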

Other observations

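The tests on the paper's p-values were chosen after the results were seen, apart from the one on values scaled to human-homologue reads. In the plasma of cow 46, 9 tested miRNAs were over 2-fold above the median of the other plasma libraries and above each of them. They include miR-133a, the endothelial miR-126-3p at 943 RPMM against 389 to 839, miR-204 at 137 against 20.9 to 46.8, miR-125a at 898 against 300.1 to 472, and miR-222 at 1150 against 376 to 909. miR-204, miR-125a and miR-222 were chosen after their values were seen.

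In the plasma of cow 47, the tested red blood cell miRNAs had a median log2 deviation from the other plasma libraries of -0.11 against -0.47 for the other tested miRNAs. miR-152 had 0 reads in the plasma of cow 47, and bovine reads counted in the RPMM denominator but under no listed name came to 4281 RPMM there against 1298 to 1882 in the other plasma libraries.

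In the paper's Additional file 1, the p-values of 4 human homologues differ from a refit of the paper's own RPMM by up to 39.8 on the log10 scale, while for the other 208 miRNAs the median difference is 0.00681 and 202 lie within 0.5. The paper's p-values are 0.0669 for miR-3168, 0.902 for miR-574-3p, 1.90e-31 for miR-4792 and 1.50e-41 for miR-4532, and the refit gave 1.07e-41, 0.0662, 0.902 and 2.36e-31. A refit of human homologues on values scaled to human-homologue reads left a difference of 39.2, which argues against that scale. A candidate explanation is that the 4 p-values stand beside each other's names, since 1 of 24 arrangements brought the largest difference to 0.148. This hypothesis was found and tested on the same table, and in that arrangement the p-value of miR-4792 is 0.902.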
